A study of Mus musculus with 10 samples. Its data were reported in "ER, Mitochondria, and ISR Regulation by mt‐HSP70 and ATF5 upon Procollagen Misfolding in Osteoblasts" (2022).

How the data were processed

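Single-cell RNA sequencing (scRNASeq) was examined in femur and tibia cells of 10 mouse embryos, each in a library of its own. By the genotype in the labels, 4 embryos were wild type (WT), 3 were heterozygous (Het) and 3 were homozygous (Hom) for a mutant allele of Col1a2, which encodes a chain of type I procollagen. Replicate numbers only name the embryos of a genotype and pair nothing across genotypes. The sex of the embryos is not in the labels.

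The authors isolated the cells by collagenase digestion, made 10x Genomics 3' libraries and had the reads aligned and counted by Cell Ranger. The deposited values are counts of unique molecular identifiers (UMI counts) per gene and cell barcode, as whole numbers and without normalization. Per the file headers, software version 3.1.0 wrote the files of Hom replicate 1 and WT replicate 1 and version 4.0.0 those of the other embryos. The titles of the same 2 libraries lack the leading number that the titles of the remaining 8 libraries carry. The methods of the study name 2 preparations without saying which embryo came from which, so the title was used as a technical split of the libraries. The genome build and annotation of the counts are not stated. Gene symbols and identifiers are those of the files. Of 31053 features, 30934 identifiers (99.6%) were found in a GENCODE annotation of GRCm38, which was used only to find neighbouring and overlapping genes and their positions in that build. The files do not state whether counting used the strand.

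The deposited libraries held between 28466419 and 50502576 UMIs. Cells with at least 500 genes and under 10% mitochondrial UMIs were kept, as in the study, which left 2707 to 5180 cells per embryo and a median of 7379 to 10067 UMIs per cell. Osteoblasts (OBs) were selected by the 4 genes that the study names, with thresholds set here before the data were examined: Col1a1 at 20 UMIs or more, together with at least 2 of the 3 conditions Runx2 at 2 UMIs or more, Sp7 at 2 or more and Ibsp at 3 or more. Expression was given in the unit of the authors, percent of all UMIs (%UMI). Early, differentiating and mature OBs (mOBs) were separated by the Col1a1 limits of the study, under 0.75 %UMI, up to 3.5 %UMI and above 3.5 %UMI. The classes of other cells were gated as well, by at least 2 of 4 markers at 2 UMIs or more, outside the OB gate and outside every other class. The markers were Acan, Col2a1, Col9a1 and Matn1 for chondrocytes, Pecam1, Cdh5, Kdr and Emcn for endothelial cells, Cd68, C1qa, C1qb and Csf1r for macrophages, Clec3b, Dpt, Pi16 and Col14a1 for fibroblasts, and Acta2, Myh11, Rgs5 and Tagln for mural cells. No clustering was used to name cells. No doublet caller was run. In its place, OBs that also carried the markers of another class, or lay above the 99th percentile of UMIs of their library, were left out as an alternative, which removed 5% to 59.6% of the OBs of an embryo.

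Cells were not taken as replicates. UMI counts were summed per embryo over the cells of a stage or class and tested across embryos with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest in R 4.3.3) after TMM scaling and filterByExpr, with Benjamini-Hochberg adjustment at 0.05. The 3 genotypes shared a single fit, with no covariates. The study had compared cells with a Wilcoxon test. An embryo entered with at least 5 OBs of the stage, or 20 cells of another class. In mOBs this left WT replicates 1 to 3, Hom replicates 1 and 2, and Het replicates 1 and 3. The change of the Hom effect between mOBs and earlier OBs was tested as an interaction with the embryo as a block. Shares of cells and log2 ratios of UMI counts were compared with exact permutation tests over embryos, 2-sided on the size of the difference between the group means. There were 8 such tests, and adjusted values are given beside the raw ones. Intervals on a share of 1 embryo are 95% Wilson intervals and cover counting error only.

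Gene lists were tested with camera in limma 3.58.1 at its preset correlation of 0.01, and again with fry and with an estimated correlation. Named genes were those of lists fixed before the data were examined, on the integrated stress response (ISR), the unfolded protein response (UPR) of the endoplasmic reticulum (ER), the mitochondrial UPR, mitochondrial distress, differentiation, collagen and its chaperone, housekeeping and function. Several of these genes were picked by the study from the same embryos, so neither counts over the lists alone nor the tests of the lists as sets are independent evidence. This holds above all for the ISR list, whose genes the study had named as higher in Hom mOBs, and for Hspa9 in the mitochondrial UPR list. Outside the lists, up to 5 higher and 5 lower genes past the threshold in mOBs of Hom embryos were to be named if all Hom embryos lay on the same side of all WT embryos, and no gene met this. Every other gene outside the lists was chosen after its values were seen.

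The tests were tried on simulated data drawn from the means, library sizes and spread of the real embryos, in 5 draws per setting. With 200 genes changed 4-fold, the test of Hom against WT recovered 81.4% of them in mOBs among 5714 genes, 91.2% in earlier OBs among 7431 genes, 92.6% in all OBs among 7827 genes and 93.1% in fibroblast-gated cells among 12686 genes. With 200 genes changed 2-fold, it recovered 0.6% in mOBs, 14.4% in earlier OBs, 22.9% in all OBs and 72.8% in fibroblast-gated cells. For Het against WT, 40.9% of 4-fold changes were recovered in mOBs and 83.3% in all OBs. With no gene changed, a mean of 1.8 genes was called in mOBs of Hom against WT and 5.6 in the interaction with stage, where the calls ranged from 0 to 10. The interaction recovered 70.5% of 4-fold changes, with 13.2% of its calls false, and 3.9% of 2-fold changes, with 55.7% of its calls false.

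The alternatives were DESeq2 1.42.0, library totals without TMM, no filter on low counts, collagen genes left out, the genotypes compared alone in the fit, the number of mutant alleles as a linear term, the title set or Y-linked transcripts as a covariate, strict, loose and relative OB gates, mixed cells left out, stricter cell quality (at least 1000 genes and under 5% mitochondrial UMIs), cells thinned to 3000 UMIs, mature limits of 2 and 5 %UMI, at least 10 mOBs per embryo, early OBs alone against mOBs, a class gate of 3 markers, ratios from the mean share over cells, and each embryo left out in turn. Added after the data had been seen were the subtraction of free RNA, estimated from macrophage-gated cells, before gating, and a minimum of 1 mOB per embryo. Values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plotted with matplotlib 3.10.9.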

Results

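Femur and tibia cells of 4 WT embryos, 3 Hom embryos and 3 Het embryos were profiled by scRNASeq at E18.5, with 1 library per embryo and UMI counts per gene and cell. Together, 488 WT, 88 Het and 465 Hom cells passed the OB gate. The number of OBs differed widely between embryos. It was 352, 68, 36 and 32 in WT replicates 1 to 4, 47, 21 and 20 in Het replicates 1 to 3, and 309, 135 and 21 in Hom replicates 1 to 3. Of these, 158 WT, 17 Het and 94 Hom cells were mOBs, and 131 of the WT mOBs came from WT replicate 1. The UMIs summed over the mOBs of an embryo entering the tests ranged from 118310 to 4494900.

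The labels give no sex. Transcripts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty made up 144 to 165 CPM in WT replicates 1 to 3, Het replicate 2 and Hom replicates 2 and 3. They were at most 0.0515 CPM in Hom replicate 1, Het replicates 1 and 3 and WT replicate 4, where Xist was at 849 CPM or more. In mOBs, both Het embryos that could be tested lacked Y-linked transcripts while all 3 WT embryos had them, so sex and genotype coincide among the embryos of that comparison, and in the shared fit only the Hom embryos, 1 with and 1 without these transcripts, set them apart.

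The share of OBs among the cells kept and the share of mOBs among OBs address whether the mutation alters OB numbers and maturation. The OB share was 4.01% ± 5.08 (SD, n = 4) in WT, 0.783% ± 0.238 (SD, n = 3) in Het and 3.37% ± 2.64 (SD, n = 3) in Hom embryos. The difference from WT was -0.640 percentage points in Hom embryos (exact permutation test, 2-sided, p = 0.914, adjusted p = 0.971) and -3.23 points in Het embryos (exact permutation test, p = 0.343, adjusted p = 0.549), with a smallest possible p of 0.0286. Both were smaller than the SD of the WT embryos. The largest shares were 11.6% in WT replicate 1 (Wilson interval 10.5% to 12.8%) and 5.97% in Hom replicate 1 (5.35% to 6.64%), the 2 libraries with a plain title. Within the numbered titles, the difference was 0.585 points for Hom (exact permutation test, p = 0.7, 10 regroupings) and -0.707 points for Het (exact permutation test, p = 0.2, 20 regroupings). Leaving out WT replicate 1 moved the Hom difference most, to 1.88 points.

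The mOB share of OBs was 22.0% ± 13.5 (SD, n = 4) in WT, 21.3% ± 7.8 (SD, n = 3) in Het and 21.5% ± 6.54 (SD, n = 3) in Hom embryos. It differed from WT by -0.705 points in Het (exact permutation test, p = 0.943, adjusted p = 0.971) and by -0.538 points in Hom embryos (exact permutation test, p = 0.971, adjusted p = 0.971), less than the spread between embryos. The WT embryos themselves ranged from 6.25% (2 of 32 OBs, Wilson interval 1.73% to 20.1%) to 37.2% (131 of 352 OBs, 32.3% to 42.4%). Within the numbered titles the mOB share was higher than in WT by 7.02 points in Hom (exact permutation test, p = 0.4) and by 4.36 points in Het embryos (exact permutation test, p = 0.6). Thinning each cell to 3000 UMIs moved these differences most, to -20.0 points in Hom and -42.6 points in Het embryos (exact permutation tests, p = 0.4 and p = 0.3), with 3 WT embryos left.

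**Figure D1:**
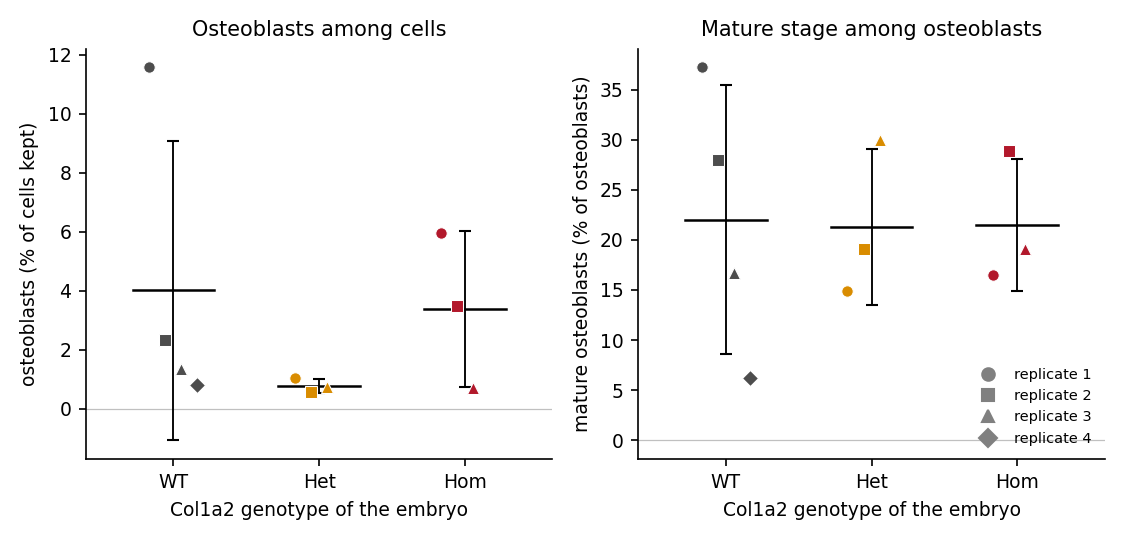
OB share of the cells kept and mOB share of OBs, in percent, with a point per embryo by genotype; horizontal lines show the mean and error bars the SD. The WT embryos span 0.808% to 11.6% in the OB share and 6.25% to 37.2% in the mOB share.

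Hspa9 (ENSMUSG00000024359, mitochondrial HSP70) and Atf5 (ENSMUSG00000038539) were compared in mOBs together with their paralogues Hspa5 (ENSMUSG00000026864, BIP) and Atf4 (ENSMUSG00000042406), to ask whether mutant procollagen activates mitochondrial or ER responses. In GRCm38, Hspa9 lies on chromosome 18 (34937414 to 34954357) and Atf5 on chromosome 7 (44812256 to 44816658), where Atf5 overlaps Nup62 and Il4i1 on the other strand, so that reads of these genes are uncertain if counting ignored the strand. In mOBs, Hspa9 was at 0.0342 ± 0.00494 %UMI (SD, n = 2) in Hom, 0.0247 ± 0.0117 %UMI (SD, n = 2) in Het and 0.0160 ± 0.0131 %UMI (SD, n = 3) in WT embryos. Atf5 was at 0.0359 ± 0.00429 %UMI (SD, n = 2) in Hom, 0.0271 ± 0.00237 %UMI (SD, n = 2) in Het and 0.0150 ± 0.0169 %UMI (SD, n = 3) in WT embryos. The log2 fold change of Hom over WT was 1.25 (SE 0.514) for Hspa9 and 1.5 (SE 0.669) for Atf5, and neither passed the threshold in edgeR (adjusted p = 0.540 and 0.577). WT replicate 3, with 6 mOBs, set the spread of the WT embryos. It had 0.0311 %UMI of Hspa9 and 0.0344 %UMI of Atf5, whereas WT replicate 1 had 0.010 and 0.00618 %UMI and WT replicate 2 had 0.00689 and 0.00433 %UMI. Without WT replicate 3, the fold change was 1.95 (adjusted p = 0.0716) for Hspa9 and 2.70 (adjusted p = 0.00919) for Atf5. Over the other embryos left out in turn, the adjusted p of Atf5 ranged up to 1.00. For the paralogues, the log2 fold change of Hom over WT was 0.39 (SE 0.320, adjusted p = 0.824) for Hspa5 and 0.59 (SE 0.349, adjusted p = 0.708) for Atf4. In Het mOBs, the log2 fold change over WT was 0.73 (SE 0.563) for Hspa9 and 1.06 (SE 0.724) for Atf5.

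The ratio of paralogues within an embryo needs no scaling between libraries. In mOBs, the ratio of Hspa9 to Hspa5 was 0.567 and 0.439 in the Hom embryos, 0.690 and 0.591 in the Het embryos and 0.255, 0.120 and 0.511 in the WT embryos. The mean log2 ratio was higher than in WT by 0.99 in Hom embryos (exact permutation test, p = 0.3, adjusted p = 0.549) and by 1.35 in Het embryos (exact permutation test, p = 0.2, adjusted p = 0.533). The ratio of Atf5 to Atf4 was 1.11 and 1.05 in Hom, 2.07 and 1.21 in Het and 0.316, 0.297 and 1 in WT embryos, with mean log2 ratios higher than in WT by 1.25 in Hom (exact permutation test, p = 0.2, adjusted p = 0.533) and by 1.80 in Het embryos (exact permutation test, p = 0.2, adjusted p = 0.533). With 3 against 2 embryos, p cannot fall below 0.1 in these tests. Among these embryos, with at least 5 mOBs each, both Hom and both Het embryos lay above all 3 WT embryos in the Atf5 to Atf4 ratio. Below that number, Hom replicate 3 (0.754) and Het replicate 2 (0.8), with 4 mOBs each, lay under WT replicate 3. In the Hspa9 to Hspa5 ratio, Hom replicate 2 lay below WT replicate 3. Of the mutant embryos with 4 mOBs, Het replicate 2 (0.235) lay under WT replicates 1 and 3, and Hom replicate 3 (0.636) above every WT embryo. Leaving out WT replicate 3 raised the Hom differences to 1.51 and 1.82.

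**Figure D2:**
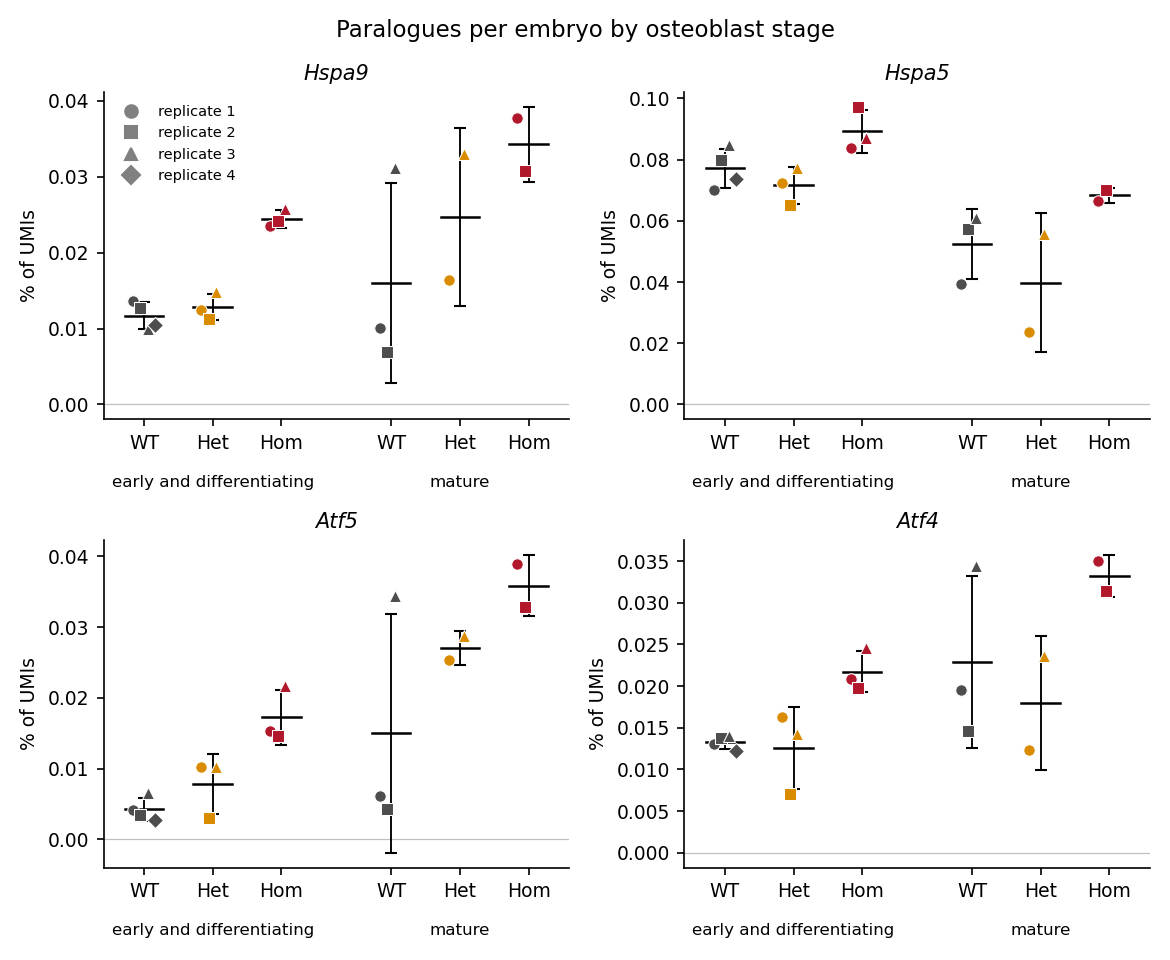
Expression of Hspa9, Hspa5, Atf5 and Atf4 in %UMI, with a point per embryo by genotype, in early and differentiating OBs and in mOBs (embryos with at least 5 mOBs); horizontal lines show the mean and error bars the SD. In the earlier OBs, the 3 Hom embryos have 0.0234 to 0.0258 %UMI of Hspa9, above all 4 WT embryos at 0.00991 to 0.0136 %UMI.

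In mOBs of Hom embryos, 0 of 6100 genes passed the threshold in edgeR, with 522 genes at an unadjusted p under 0.05 and 16 genes passing in DESeq2. Fitting without a filter on low counts moved this count most, to 317 genes, though p values under that setting may be too small. In mOBs of Het embryos, 0 genes passed in edgeR, with 362 at an unadjusted p under 0.05 and 3 in DESeq2. Of 42 list genes tested in Hom mOBs, 0 passed over all genes and 8 passed when adjusted over the list alone. These were Avil (log2 fold change 6.54), Trib3 (3.77), Cyb5r1 (2.75), Gpt2 (2.21), Ddit3 (1.92), Nupr1 (1.59), Rcc2 (1.21) and Lrp5 (-1.62). The fold change of Avil rests on few UMIs in WT mOBs, with 4 over 3 embryos against 236 over 2 Hom embryos. Its mean was 0.00090 %UMI in WT and 0.0102 %UMI in Hom embryos. In Het mOBs, 0 list genes passed either way. Of the remaining lists, the mitochondrial distress genes Shmt2 and Asns were higher by 1.04 and 1.23 on the log2 scale, the 7 differentiation genes went from -1.95 (Bglap) to 0.97 (Dmp1), and the 4 housekeeping genes from -0.07 (Actb) to 0.49 (Actg1), all short of the threshold. Col1a1 and Col1a2 were lower by log2 changes of -0.48 and -0.61 and Serpinh1 changed by 0.18, also short of it.

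The gene lists were then tested as sets in Hom against WT mOBs, each with 7 genes tested. The mean log2 fold change was 1.56 (median 1.5) for the ISR list, 0.61 (median 0.43) for the mitochondrial UPR list and 0.29 (median 0.25) for the ER UPR list. With the preset correlation of camera, the adjusted p was 2.54e-06 for the ISR, 0.00196 for the mitochondrial UPR and 0.145 for the ER UPR list. The ISR genes, and Hspa9 in the mitochondrial UPR list, had been picked from the same embryos for their change in Hom mOBs, so these p values restate that choice in part and are no independent test. Neither of the first pair held under fry (adjusted p = 0.164 for both) or under an estimated correlation between the genes (adjusted p = 0.222 for both), and the estimated correlations were 0.793 for the ISR and 0.404 for the mitochondrial UPR list.

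**Figure D3:**
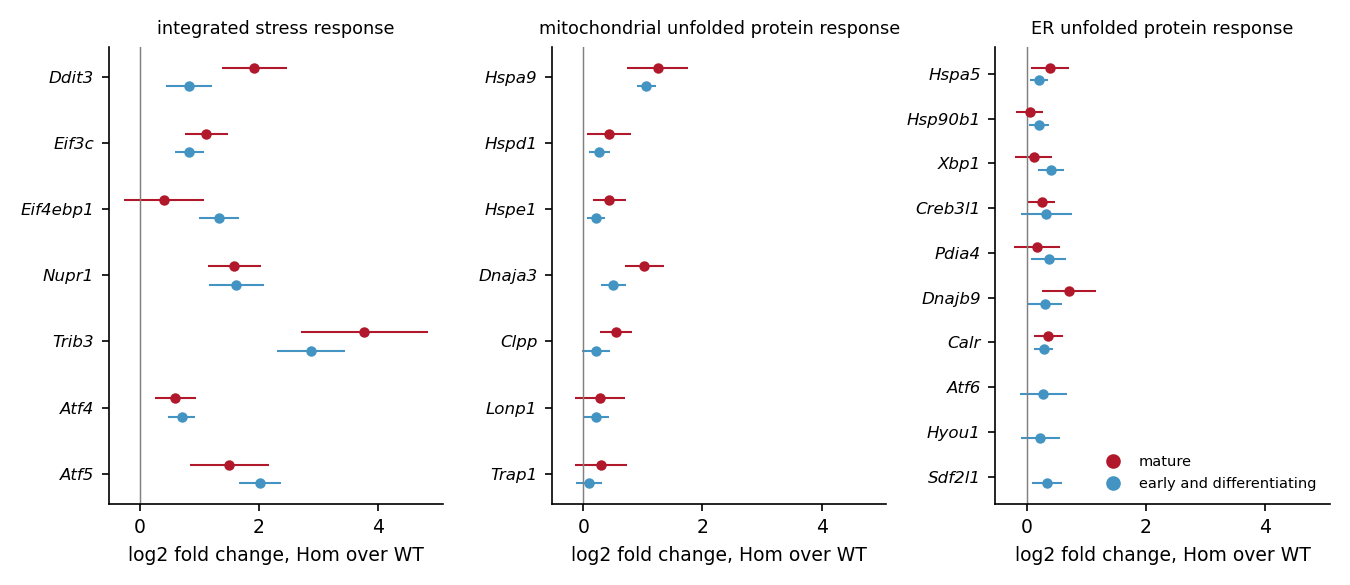
Log2 fold change of Hom over WT, with its SE, for each tested gene of the ISR, ER UPR and mitochondrial UPR lists, in mOBs and in early and differentiating OBs. In mOBs, the 7 ISR genes range from 0.40 (Eif4ebp1) to 3.77 (Trib3) and the 7 ER UPR genes from 0.05 (Hsp90b1) to 0.71 (Dnajb9).

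To ask whether these changes need high Col1a1 expression, early and differentiating OBs were tested as well, over 3 Hom and 4 WT embryos. These cells were not alike in Col1a1, which was at 1.56 ± 0.213 %UMI (SD, n = 3) in Hom and 1.14 ± 0.183 %UMI (SD, n = 4) in WT embryos (log2 fold change 0.46, edgeR adjusted p = 0.642), so the comparison does not hold Col1a1 expression equal. Hspa9 was at 0.0245 ± 0.00120 %UMI (SD, n = 3) in Hom, 0.0128 ± 0.00175 %UMI (SD, n = 3) in Het and 0.0117 ± 0.00178 %UMI (SD, n = 4) in WT embryos, and its log2 fold change of Hom over WT was 1.05 (SE 0.158, edgeR adjusted p = 0.0337). It was higher in 3 of 3 Hom embryos than in every WT embryo, a difference larger than the spread between embryos. It kept its direction under all 27 alternatives run for it and no longer passed under 17 of them. Atf5 had a log2 fold change of 2.02 (SE 0.351, adjusted p = 0.0646), Atf4 of 0.70 and Hspa5 of 0.21. In these cells 8 of 7654 genes passed in edgeR, with 653 at an unadjusted p under 0.05 and 55 passing in DESeq2. Chac1 (log2 fold change 3.24), Cryab (2.49), Bcat1 (1.92) and Hspa9 were higher in Hom embryos, and Ppp1r3b (-2.06), Vdr (-1.88), Mdfi (-1.44) and Tcf7l2 (-1.21) were lower. No more than 3 genes passed with any 1 Hom or WT embryo left out, and 13 of 44 list genes passed when adjusted over the list alone against 1 over all genes.

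The difference of the Hom effect between stages was itself tested within embryos. It was 0.53 (SE 0.480, edgeR adjusted p = 0.962) on the log2 scale for Hspa9 and 0.22 (SE 0.404) for Atf5, mOBs minus earlier OBs, so that a larger effect in mOBs was not shown for either gene. Of 9162 genes, 1 passed, Dcn, with a difference of -2.02 (SE 0.264, adjusted p = 0.0297), and DESeq2 called 2 genes. Adjusted over the list alone, 3 of 45 list genes passed against 0 over all genes, namely Ddit3 (1.53), Col1a1 (-0.70) and Col1a2 (-0.86). The stages are defined by Col1a1, so the values of Col1a1 and Col1a2 depend on that limit.

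Over all OBs, 5 of 8031 genes passed in Hom against WT embryos in edgeR, with 722 at an unadjusted p under 0.05 and 53 passing in DESeq2. Vdr was lower in Hom embryos, at 0.00321 ± 0.000379 %UMI (SD, n = 3) against 0.0111 ± 0.00229 %UMI (SD, n = 4) in WT and 0.0115 ± 0.000790 %UMI (SD, n = 3) in Het embryos, with a log2 fold change of -1.80 (SE 0.179, adjusted p = 0.00241). Cdsn (log2 fold change 6.32, SE 0.759), Cox6a2 (5.37, SE 0.548), Avil (4.66, SE 0.657) and Cyb5r1 (1.97, SE 0.297) were higher. The first 3 of these had few UMIs in WT OBs, with 11, 17 and 12 UMIs over 4 embryos against 994, 682 and 365 over the Hom embryos. Avil and Cox6a2 overlap Tsfm and Itgad on the other strand in GRCm38. Only Vdr passed without WT replicate 1, and 3 genes passed with the title set as a covariate. In Het against WT OBs, 0 genes passed in edgeR, with 262 at an unadjusted p under 0.05 and 0 in DESeq2. Of the 722 genes at an unadjusted p under 0.05 in Hom OBs, 58.4% had the same sign in Het OBs, and the log2 fold changes had r = 0.319 across these genes, which are not independent replicates. Unchanged groups simulated against the same WT embryos gave 82.5% and r = 0.671 on average, over a mean of 347.5 genes. Shared WT embryos alone can thus give agreement, and the observed agreement is no evidence of a shared effect. No gene was changed in the simulation, whereas changed genes may be among the 722. The simulated values are therefore no matched level to set the observed ones against. Adjusted over the list alone, 16 of 45 list genes passed in Hom against 2 over all genes, and 0 in Het OBs.

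Other cell classes of the same embryos were tested for Hom against WT as a comparison outside OBs. In edgeR, 0 genes passed in chondrocyte-gated, endothelial-gated and mural-gated cells, 1 in macrophage-gated cells (Ier3, log2 fold change 1.51, adjusted p = 0.0283) and 18 in fibroblast-gated cells, 19 in all, with 7 higher and 12 lower in Hom embryos. DESeq2 called 207 over the same classes. The lower genes in fibroblast-gated cells included Stfa3, Wfdc21, Lcn2, Ifitm6, Ltf, Camp and Ngp. With the title set as a covariate, the number over the classes was 87. The list genes that passed when adjusted over the list alone were 8 of 41 in fibroblast-gated, 4 of 40 in mural-gated, 1 of 38 in endothelial-gated, 0 of 38 in macrophage-gated and 0 of 42 in chondrocyte-gated cells, and 0 passed over all genes in any class.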

Values the study reported

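The study counted 511 OBs from 3 Hom embryos, 96 OBs from 3 Het embryos and 485 OBs from 4 WT embryos in the femur and tibia samples. It called a change in expression significant when the mean changed by more than 20% with p below 0.05, using a Wilcoxon test on cells with Bonferroni correction.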

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

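The comparison of title sets for WT replicate 1 and the tests of Dcn with mixed cells left out and with free RNA subtracted were chosen after the results were seen. Among 21 checks of a single WT embryo against the other 3, 2 stood apart, where chance gives about 1 in 20.

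The OB share of WT replicate 1, 11.6%, lay far above that of the other WT embryos, which ranged from 0.808% to 2.33%. Its gap to the nearest of them made up 0.859 of the range, above the critical value for 4 embryos at 0.05. Deeper cells passing the gate more often were argued against, because with each cell thinned to 3000 UMIs the gap still made up 0.890 of the range, at 3.84% in WT replicate 1 and at most 0.449% in the others. A difference between the title sets stays open. Hom replicate 1, the only other library with a plain title, had an OB share of 5.97%, above the highest share of 3.47% among the numbered titles, which is what a difference in preparation could give. As the plain titles hold 1 WT and 1 Hom embryo, the share in WT against Hom within that set has no replicates. Differences between embryos of a genotype were not tested further.

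Trib3 over all OBs was at 0.00238 %UMI (17 UMIs) in WT replicate 3, against 0.000341 %UMI in WT replicate 1 and 6.92e-05 %UMI in WT replicate 2, with 0 UMIs in WT replicate 4. The gap made up 0.857 of the range. Ddit3, Trib3, Atf5 and Asns together took 0.0952 %UMI in its 6 mOBs, close to the 0.0988 and 0.0898 %UMI of Hom replicates 1 and 2, while the other WT embryos were at 0.00965 to 0.0196 %UMI and Het replicates 1 to 3 were at 0.0475, 0.0149 and 0.0651 %UMI, all below WT replicate 3. Trib3 was detected in 33.3% of these 6 mOBs. RNA of other cells in mixed droplets was argued against, because the share was 0.104 %UMI with mixed cells left out. A chance draw of 6 mOBs was argued against as the whole cause. The 30 early and differentiating OBs of WT replicate 3 took 0.0212 %UMI, above the 0.00639 to 0.0106 %UMI of the other WT embryos. A draw of mOBs does not alter those cells. For the height of the share in mOBs, a chance draw of few cells stays open. None of 100000 draws of 6 mOBs from the 152 mOBs of the other WT embryos had a share as high, a value of 1e-05 being the smallest these draws can give, but the draws hold the spread between cells of embryos pooled together, 131 of them from WT replicate 1, and not the spread between embryos, and the genes were picked after WT replicate 3 was seen to be high. Stress of the whole library during cell isolation stays open but is a weak candidate. The same genes took 0.00771 %UMI in the other cells of WT replicate 3, above the 0.00685 to 0.00746 %UMI of the other WT embryos as that explanation needs, yet by a margin far smaller than the one in mOBs. An exchange of the labels of WT replicate 3 and Het replicate 2 cannot be told apart from correct labels. On 12 genes near Col1a2 picked on the other 8 embryos, where 0 is the WT mean and 1 the Hom mean, WT replicate 3 scored 0.383 and Het replicate 2 scored 0.193. Each other embryo was scored on genes picked anew without it, so these scores rest on other genes. WT replicates 1 and 4 scored 0.0138 and 0.142, Het replicates 1 and 3 scored 0.953 and 0.549, and WT replicate 2 scored 0.862 on 5 genes. Hom replicate 1 scored 0.373, below WT replicate 3, while Hom replicates 2 and 3 scored above 1. The scores thus did not keep WT and Hom embryos apart, and scores on different genes are hard to compare. They cannot decide whether the labels were exchanged, so the exchange stays open. A real response to stress in this embryo was not tested. The embryo kept its label in every comparison.

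The Hom effect on Dcn was lower in mOBs than in earlier OBs by a log2 difference of -2.02 (edgeR interaction test, adjusted p = 0.0297). With no gene changed, simulated data gave 0 to 10 calls in this test, so a single call is within what unchanged data give. Mixed cells were argued against as the whole cause, since the difference was -1.65 (edgeR interaction test, adjusted p = 0.0284) with mixed cells left out. With free RNA subtracted, the difference was -2.09 (edgeR interaction test, adjusted p = 7.39e-05). That subtraction changed only which cells were gated and staged, and left the Dcn counts as they were. It cannot decide whether free RNA of Dcn is the cause, so free RNA stays open. Over 25 alternatives the difference went from -2.42 to -1.50 and the adjusted p from 1.78e-10 to 0.996, with Dcn past the threshold in 16 of them. It was not past it without Hom replicate 1 (-2.14, adjusted p = 0.0650) or Hom replicate 2 (-1.90, adjusted p = 0.263), which leaves 1 Hom embryo, nor with the loose (adjusted p = 0.239) and relative (adjusted p = 0.229) OB gates, a mature limit of 2 %UMI (-1.50, adjusted p = 0.671), early OBs alone against mOBs (-1.61, adjusted p = 0.542), cells thinned (adjusted p = 0.996, 1 WT embryo), stricter cell quality (adjusted p = 0.0531) and the linear term (adjusted p = 0.0525). The direction was the same in all 25. RNA from fibroblasts, whether free or in mixed cells that were not left out, stays open as well. The 3 of 6 abundant fibroblast genes that could be tested, Col3a1, Lum and Col14a1, went in the same direction, with a median of -0.98. None of them passed the threshold (edgeR interaction test, adjusted p = 0.474, 0.217 and 0.916), and Col14a1 (-1.32) had an SE of 0.999. A smaller contribution of such RNA to the mOBs of Hom embryos would give this direction, but was not shown. Whether Dcn changes within OBs was not tested.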

How the results depend on the processing

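The subtraction of free RNA and the minimum of 1 mOB per embryo were chosen after the data had been seen. In all, 49 results were recomputed under 34 other settings, which gave 1153 values. Calls with no filter on low counts may be too many. For Dcn between stages, the difference was -1.96 (SE 0.265) without the filter and -2.02 (SE 0.264) with it. Its unadjusted p nevertheless fell from 3.24e-06 to 1.16e-13 (edgeR interaction tests). The other comparisons were not checked in this way. Unless a cause is given, the cause was not tested. No paired analysis was possible because the replicate numbers only name embryos and pair none of them across genotypes.

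In mOBs of Hom against WT embryos, Hspa9 was higher under all 25 settings run for it, by 0.88 to 2.02 on the log2 scale, and Atf5 under all 25, by 1.01 to 2.77. Hspa9 went past the threshold with no filter on low counts (1.32), stricter cell quality (2.02) and a mature limit of 5 %UMI (1.61). Atf5 did so with no filter (1.59), stricter cell quality (2.77), a mature limit of 5 %UMI (2.63) and at least 10 mOBs per embryo (2.70), a setting that leaves out WT replicate 3. Stricter cell quality and the limit of 5 %UMI also left 2 WT embryos, with mean log2 Atf5 to Atf4 ratios of -1.87 and -1.79. In the main setting, WT replicates 1 and 2 had -1.66 and -1.75 and WT replicate 3 had 0. Passing under these settings is therefore not separate from leaving out WT replicate 3. Over the settings run, the adjusted p ranged from 0.00147 to 1.00 for Hspa9 and from 4.08e-05 to 1.00 for Atf5. Leaving out each embryo in turn gave 0.88 to 1.95 for Hspa9 and 1.01 to 2.70 for Atf5, the highest of both without WT replicate 3, where Atf5 alone of the pair passed. Hspa5 (0.08 to 0.50) and Atf4 (0.37 to 0.92) stayed short of the threshold under all settings run. Leaving out a Hom embryo leaves 1, which is assumed to vary like the other groups.

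The number of genes called in Hom mOBs, 0, became 1 with library totals, 1 with collagen genes left out, 16 in DESeq2 (11 higher, 5 lower), 317 with no filter (199 higher, 118 lower), 2 with a linear term for mutant alleles, 52 with the title set as a covariate, 15 with Y-linked transcripts as a covariate, 3 with mixed cells left out, 30 with stricter cell quality, 2 and 43 with mature limits of 2 and 5 %UMI and 11 with at least 10 mOBs per embryo. Leaving out each embryo gave 0 to 35, the most without Hom replicate 1, and 20 without WT replicate 3. In Het mOBs the count of 0 became 3 in DESeq2, 78 with no filter, 1 with the genotypes compared alone and 5 with the title set, and 0 to 5 with an embryo left out.

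In early and differentiating OBs, the count of 8 (4 higher, 4 lower) became 11 with library totals (7 higher, 4 lower), 55 in DESeq2, 65 with no filter, 34 with the genotypes compared alone, 2 with the linear term, 2 with the title set, 0 with Y-linked transcripts, 3 with the strict, 0 with the loose and 4 with the relative OB gate, 0 with mixed cells left out, 0 with stricter cell quality, 13 with cells thinned, 0 with a mature limit of 2 %UMI and 0 with free RNA subtracted. Thinning left 1 WT and 2 Hom embryos and 1314 tested genes, and 0 of its 13 genes were among the 8. Leaving out each embryo gave 0 to 23, the most without Het replicate 1 and 0 without WT replicate 1, WT replicate 2, Hom replicate 2 or Hom replicate 3. In all OBs, the count of 5 (4 higher, 1 lower) became 53 in DESeq2 (28 higher, 25 lower), 37 with no filter, 10 with the genotypes compared alone, 3 with the title set, 3 with the loose and 3 with the relative gate, 2 with mixed cells left out, 1 with stricter cell quality and 0 with cells thinned, where 548 genes were tested. Leaving out each embryo gave 1 to 11, the fewest without WT replicate 1. Vdr passed under all settings that left out an embryo. In Het against WT OBs the count was 0 under all settings but 1 left-out embryo, with 0 to 1.

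For the difference between stages, the count of 1 (lower) became 2 in DESeq2 (1 higher, 1 lower), 180 with no filter, 0 with the linear term, 56, 5 and 3 with the strict, loose and relative gates, 17 with mixed cells left out, 0 with stricter cell quality, 0 with cells thinned and 1 WT embryo left, 0 and 39 with mature limits of 2 and 5 %UMI, 11 with at least 10 and 8 with at least 1 mOB per embryo, 47 with free RNA subtracted and 0 with early OBs alone. With an embryo left out, the count went from 1 to 41, the most without WT replicate 2. Over the other classes, the count of 19 (7 higher, 12 lower) became 207 in DESeq2 (116 higher, 91 lower), 214 with no filter, 39 with the genotypes compared alone, 87 with the title set, 10 with Y-linked transcripts, 12 with the relative OB gate, 11 with stricter cell quality and 29 with a class gate of 3 markers. With an embryo left out, it went from 0 to 51, with 0 without WT replicate 3 or WT replicate 4.

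The ISR list in Hom mOBs (1.56), whose genes had been picked from the same embryos for their change, so that keeping its call is no independent evidence, was past the threshold under all settings run except fry and the estimated correlation, which leave its mean at 1.56, and leaving out each embryo gave 1.05 to 2.37. The mitochondrial UPR list (0.609) lost its call under the same 2 tests at 0.609, with Y-linked transcripts (0.477), with cells thinned (0.615, 1 gene tested) and without Hom replicate 1 (0.659, 5 genes tested). With an embryo left out, its mean went from 0.573 to 0.790. The ER UPR list (0.292, 7 genes tested) passed with no filter (0.470), the genotypes compared alone (0.434), the strict gate (0.421), at least 10 mOBs per embryo (0.506) and free RNA subtracted (0.442), each with 10 genes tested, and leaving out each embryo gave 0.115 to 0.492, past the threshold without WT replicate 2, WT replicate 3, Het replicate 1 or Het replicate 3, with 9 or 10 genes tested. The set of genes therefore differs wherever this list passed.

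The OB share of Hom against WT reversed with the loose gate (0.327 points) and the relative gate (0.0298 points), and with each embryo left out it went from -1.94 to 1.88 points. The mOB share of Hom against WT reversed with mixed cells left out (5.83 points), a mature limit of 2 %UMI (9.10) and free RNA subtracted (3.36), and went from -5.79 to 4.53 with each embryo left out. That of Het against WT reversed with the relative gate (0.295), mixed cells left out (0.129), stricter cell quality (18.502) and a mature limit of 2 %UMI (12.4), and went from -5.96 to 4.36. With 4 WT and 3 mutant embryos, where p can reach 0.0286, none of these shares or ratios of paralogues passed. Settings with fewer embryos could not pass, as their smallest possible p was 0.0667 to 0.333, and say nothing about stability. The ratios kept their direction, with differences of 0.47 to 1.58 for Hspa9 to Hspa5 and 0.94 to 2.03 for Atf5 to Atf4 in Hom mOBs.

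Of the single genes beyond Hspa9, Atf5, Hspa5 and Atf4 in mOBs, 298 values kept their direction and side of the threshold under settings other than left-out embryos, 32 passed newly, 23 no longer passed and 2 reversed. The reversed values were those of Hspa5 with cells thinned, at -0.16 in earlier OBs, against 1 WT embryo, and -0.32 in all OBs. With an embryo left out, 160 values of these genes kept their direction and side of the threshold, 10 passed newly, 22 no longer passed and 1 reversed. The reversed value was that of Eif4ebp1 in mOBs, from 0.40 to -0.0694 without WT replicate 2.

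Settings that gave no value were left out. In mOBs, WT replicate 4, Het replicate 2 and Hom replicate 3 had too few cells to enter, so leaving them out changes nothing. No Het embryo had enough mOBs under stricter cell quality, thinning, a mature limit of 5 %UMI and at least 10 mOBs, so the Het comparison in mOBs has no value there. With the strict gate, mixed cells left out, free RNA subtracted or a Het embryo left out, it rests on 1 Het embryo, assumed to vary like the other groups. The title set and Y-linked transcripts could not be fitted beside the embryo block, and thinned mOBs had too few UMIs of Hspa9, Atf5 and Atf4 to test them. The loss of these tests on thinning is what depth was seen to limit. In simulated mOBs of Hom against WT, 0.6% of 2-fold changes were recovered, where depth and the number of embryos were not separated.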

Other observations

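The free RNA test for Hom replicate 3 was chosen after its value was seen.

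Other splits of the embryos into 4 and 3 were tested for Hom against WT in all OBs, in early and differentiating OBs and in the 5 other classes, and for Het against WT in all OBs, 35 splits each, the real one included. The counts in mOBs and between stages, with 3 WT and 2 mutant embryos, were not tested in this way. For Hom against WT in all OBs, in early and differentiating OBs and in fibroblast-gated cells, 1 of the 35 splits gave as many genes, which was the real one. In macrophage-gated cells and over the other classes together, 3 of the 35 splits gave as many. Over the classes, the split that set Hom replicate 1, WT replicate 1 and WT replicate 3 apart gave 985 genes, all in chondrocyte-gated cells, and the split of Hom replicates 1 and 2 with WT replicate 1 gave 22, against 19 for the real split. Both put the 2 plain titles on the same side, but the other 13 splits that did so gave 0 to 4 genes, so a difference between title sets was not shown to give such counts. With the title set as a covariate, the counts of the real split were 87 over the classes, 3 in all OBs and 2 in early and differentiating OBs. For Het against WT in all OBs and for Hom against WT in chondrocyte-gated, endothelial-gated and mural-gated cells, the real count was 0, so 35 of the 35 splits gave as many.

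A strain variant carried along with the mutant allele could change genes near Col1a2, which lies on chromosome 6 from 4504814 to 4541544 in GRCm38. In the non-OB cells together, 0 of the 68 tested genes within 20 Mb of Col1a2 were called, against 244 called among all 15972 genes tested (1-sided Fisher's exact test, p = 1), which argues against this explanation for the called genes as a set. It was not excluded for 2 single genes in that region. Asns, which starts at 7675169 on the same chromosome, was higher in Hom fibroblast-gated, mural-gated and endothelial-gated cells by log2 changes of 2.75, 1.71 and 1.02. It changed by 0.42 (SE 0.606) in chondrocyte-gated and by -0.27 (SE 0.441) in macrophage-gated cells. Its median over the classes was 1.02. Peg10, which starts at 4747306, had a log2 fold change of -2.16 in all OBs (edgeR adjusted p = 0.0566), -0.57 in fibroblast-gated and -0.75 in mural-gated cells, and 0.31, 0.28 and 0.64 in chondrocyte-gated, endothelial-gated and macrophage-gated cells, with a median of 0.28. For Peg10, the classes went different ways. For Asns, only the macrophage-gated value was negative, by less than its SE, so the classes differed in size more than in direction. For both genes, a variant acting in some cell types and a response to the mutation stay unresolved.

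Among the genes lower in Hom fibroblast-gated cells, Stfa3, Wfdc21, Lcn2, Ifitm6, Ltf and Camp are genes of neutrophils. Their median log2 fold change was -2.54 in fibroblast-gated, -2.15 in chondrocyte-gated, -1.62 in mural-gated, -1.38 in endothelial-gated and -0.39 in macrophage-gated cells, and -1.44 over endothelial-gated and mural-gated cells. A decrease shared by fibroblast-gated, chondrocyte-gated, mural-gated and endothelial-gated cells could come from free RNA or RNA of other cells that was less abundant in the Hom libraries. In macrophage-gated cells, 5 of the 6 genes were lower, while Wfdc21 was higher by 0.73 (SE 0.327). The decrease was thus not common to all classes, and this explanation was not shown. A smaller number of neutrophils in the tissue of Hom embryos was not tested.

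Cox6a2, a gene abundant in muscle, was higher in Hom OBs with 682 UMIs against 17 in WT OBs. RNA from muscle cells was argued against, because Acta1, Tnnc2, Myl1, Ckm, Tnnt3 and Mylpf had a median log2 fold change of -0.11 in the same cells and none passed the filter on low counts, with at most 45 UMIs in Hom and 48 in WT OBs. With Cdsn, Avil and Vdr, it is left as a hypothesis of a change within Hom OBs that other embryos would have to test.

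The median cell of Hom replicate 3 had 61 UMIs of Col1a1, against 16 in Hom replicate 2 and 1 to 3 in each of the other libraries. Free RNA was argued against, because Col1a1 took 0.0191 %UMI in macrophage-gated cells of Hom replicate 3, within the range of the other libraries. The makeup of its cells was not tested as a cause.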
